# Melatonin Alleviates Renal Injury in Mouse Model of Sepsis

**DOI:** 10.3389/fphar.2021.697643

**Published:** 2021-09-02

**Authors:** Liyang Chen, Zhijian Han, Zhiguang Shi, Chao Liu, Qiulun Lu

**Keywords:** melatonin, sepsis, ROS (reactive oxygen species), acute kidney injury, renal dysfunction

## Abstract

Melatonin (N-acetyl-5-methoxytryptamine; MLT) has been shown to have a renal-protective effect against kidney injury. However, the mechanisms underlying the protective role of MLT in sepsis-induced renal injury are yet to be revealed. In this study, MLT alleviated renal dysfunction with the increase of BUN (blood urea nitrogen) and SCR (serum creatinine) and reduction of fibrosis in the CLP (cecal ligation puncture) model. RNA-seq analysis showed that MLT repressed the oxidant stress in response to kidney injury. Our *in vitro* study showed that MLT suppresses LPS-induced accumulation of ROS (reactive oxygen species) production *via* SOD2 downregulation and Nox4 upregulation in HK-2 cells. Furthermore, we found that MLT alleviated the inflammatory response, with the mRNA-level reduction of *Il-1α*, *Il-1β, Mcp-1*, and *Tgf-β1*. Taken together, in evaluating the therapeutic effect of MLT on sepsis-induced acute kidney injury, the results showed that MLT alleviated renal damage by regulating the production of ROS.

## Introduction

Sepsis is considered as a complicated chain of systemic reactions in response to the imbalance between the host immune response and the pathogenic microorganism, causing septic shock and multiple organ dysfunction (Gustot, 2011). Acute kidney injury (AKI) is a common complication that accounts for death in patients with sepsis, and the incidence of AKI is increasing year by year. The morbidity of AKI in community hospitals is as low as 2%, whereas in large medical institutions, rates can be more than 20% of all hospitalizations (Bellomo et al., 2012).

AKI is an independent prognostic risk factor for septic patients. Although medical care has significantly improved in recent years, the overall mortality has not decreased. Because of the difficulty of AKI treatment, prevention is especially critical. The previous studies revealed that the prevention of MMP (matrix metalloproteinase) activation may be beneficial for the prevention of kidney injury (Gonsalez et al., 2019). Previous study has shown that the modulation of oxidative stress also affects AKI (Aksu et al., 2011). However, there is still no effective pharmacological intervention to treat or reverse AKI.

There are many factors involved in the pathological process of AKI, such as reactive oxygen species (ROS), endoplasmic reticulum stress (ERS), and epithelial–mesenchymal transition (EMT). Under normal or steady-state conditions, the production of the ROS is maintained in balance (Adler and Huang, 2004). However, under pathological conditions, such as sepsis or other stresses, the broken renal microcirculation causes the disruption of the homeostasis of ROS, resulting in pathogenic phenotypes, such as fibrosis and hypoxemia, which leads to renal dysfunction. Once kidney injury occurs, the accumulation of ROS production will cause the reduction of ATP levels and increased inflammatory mediators. This in turn increases intracellular sodium concentrations and leads to an overload of intracellular and mitochondrial calcium (Rabelink and van Zonneveld, 2006). Due to the devastating effects of ROS on the kidney, a new drug is urgently needed.

Melatonin (MLT), a ubiquitous molecule in nature, is synthesized centrally in the pineal gland of vertebrates (especially mammals) and can be locally synthesized in several types of cells and tissues (Brzezinski, 1997). In past studies, MLT has been shown to have a variety of functions, including anti-inflammatory functions, antitumor functions, and circadian rhythm regulation. MLT has shown a powerful antioxidant effect in various diseases (Maleki Dana et al., 2020). MLT could attenuate tumor growth through its free radical–scavenging ability (Kim et al., 2013). The copper-mediated lipid peroxidation in hepatic homogenates could be reduced by melatonin (Galano et al., 2015). The existence of melatonin could even help to improve the success rate of organ transplantation by reducing the production of ROS (Vairetti et al., 2005). The accumulation of ROS abolished by MLT in response to sepsis remains uncovered.

In this study, we demonstrated that MLT attenuated renal dysfunction in CLP-induced injury in kidney tissues. RNA-seq analysis showed that MLT suppressed the CLP-induced increase for the oxidative response, resulting in declined levels for inflammatory factors. Our work indicated that MLT could be a potential therapeutic strategy for acute kidney injury in sepsis.

## Methods and Materials

### Animals and Experimental Models

C57BL/6 mice (male, aged 8 weeks) were obtained from the Animal Core Facility of Nanjing Medical University. They were housed individually in cages under hygienic conditions and placed at a constant room temperature (23 ± 1°C) and humidity (30–40%) and maintained in a 12-h light/dark cycle room with standard mouse chow and water *ad libitum*. All animal experiments were approved by the Animal Care and Use Committee of Nanjing Medical University and were conducted in accordance with the National Institutes of Health Guide for the Care and Use of Laboratory Animals. Mice subjected to cecal ligation puncture (CLP) treatment were grouped as follows: sham group (*n* = 6), sham + MLT group (*n* = 6), CLP group (*n* = 8), and CLP + MLT group (*n* = 8). Melatonin (MLT, CAS No. 73-31-4, MCE) was dissolved in 0.1% ethanol, and the final melatonin concentration in drinking water was 25 μg/ml. Sham group animals were given drinking water with 0.1% ethanol. The drug was administered for a total of 14 days, and on day 15, the mice were operated upon with cecal ligation puncture.

### Cecal Ligation Puncture

CLP was performed as described previously (Toscano et al., 2011). Briefly, mice were deeply anesthetized with inhaled isoflurane using an anesthetic vaporizer. The cecum was exposed by performing a 1-to-2–cm midline incision on the anterior abdomen; the distal half of the cecum was ligated and punctured once using a 19-G needle in the ligated segment. The cecum was then placed back into the abdomen, 1 ml of sterile saline (pyrogen-free 0.9% NaCl) was administered subcutaneously, and the incision was closed using a suture needle. Kidneys were collected 24 h after the treatment.

### Serum Measurements

Blood was collected from the eyes before termination. After centrifugation of samples, urea nitrogen and creatinine concentrations in blood were determined using commercial kits according to the manufacturer’s instructions.

### Cell Culture and Treatment

The HK-2 cells were maintained in DMEM/F12, consisting of 10% FBS, 100 U/mL penicillin, and 100 U/mL streptomycin. They were maintained in a humidified environment with 5% CO_2_ at 37°C. The HK-2 cells were cultured with MLT (5 μΜ), and 48 h later, cells were incubated with lipopolysaccharide (LPS, L4391, Sigma) at a concentration of 1 μg/ml for 24 h.

### Dihydroethidium Staining

To assess the oxidative stress levels in the samples, the sections of the frozen kidney tissues from mice were stained with dihydroethidium (S0063, Beyotime, China) for 30 min. A fluorescence microscope was used to observe and obtain images. Fluorescence intensity of each group was calculated using ImageJ to analyze the ROS levels.

### Histology Staining

Kidney samples from mice were fixed in 10% phosphate-buffered formalin for 48 h at 4°C, embedded in paraffin. The samples were sliced into 4-μm-thick sections. These sections were stained with hematoxylin–eosin (G1005, Servicebio, China) and Masson trichrome staining (G1006, Servicebio, China). Slices were then observed under a light microscope. Renal interstitial fibrosis was estimated using ImageJ.

### RNA Isolation and Real-Time Quantitative PCR

For tissues and cells, total RNA was extracted as previously described, using Trizol reagent (R401-01, Vazyme, China), and then reverse-transcribed into cDNA using RT SuperMix (R323-01, Vazyme, China), following the manufacturer’s protocol. Quantitative real-time PCR assays were performed using QuantStudio 5 (Appliedbiosystems, Thermo Fisher Scientific), using SYBR Green Mix (Q131-02, Vazyme, China). Gene expression was normalized to 18S or GAPDH mRNA. Experiments were performed in triplicate.

### Western Blot Analysis

Lysates were collected in RIPA buffer (P0013B, Beyotime, China), and total protein was quantified using BCA assay (20201ES76, Yeasen, China). Extracted proteins were then mixed with loading buffer, boiled for 10 min, separated by gel electrophoresis, transferred to a nitrocellulose membrane (EMD Millipore, Darmstadt, Germany), and blotted with a primary antibody and an appropriate secondary antibody. Primary antibodies and dilutions used were as follows: Nox4 (1:1,000; 14347-1-AP, Proteintech), Sod2 (1:1,000; sc-137254, Santa Cruz Biotech), and Tubulin (1:1,000; 66031-1-Ig, Proteintech).

### RNA Sequencing and KEGG Analysis

Samples were collected and flash-frozen in liquid nitrogen and then treated with Trizol at −80°C until RNA extraction. Total RNA was extracted from tissues with Trizol. 1.5% agarose gels were used to monitor the RNA degradation and contamination. RNA purity was checked using a NanoPhotometer® spectrophotometer (IMPLEN, CA, United States). The next RNA concentration was measured using a Qubit® RNA Assay Kit in a Qubit® 3.0 Flurometer (Life Technologies, CA, United States). RNA integrity was assessed using an RNA Nano 6000 Assay Kit of the Agilent Bioanalyzer 2,100 system (Agilent Technologies, CA, United States). These processes were operated by Wuhan Frasergen Genomic Medicine Co., Ltd. Raw reads were processed using trim-galore, and clean reads were mapped to mm 10 from UCSC genome1 using Hisat2 (v2.1.0) with default parameters. Differential analysis was performed using edgeR algorithms with fold change ≥1.5 and *p*-value ≤ 0.01 as the thresholds. KEGG (Kyoto Encyclopedia of Genes and Genomes) pathway enrichment analysis was performed using clusterProfiler to explore the biological processes of differentially expressed genes.

### Statistics

Statistical analyses were performed using Prism 8 (GraphPad) software. All data were expressed as means ± SD. Two-group comparisons were analyzed using a Student’s *t*-test or the nonparametric Wilcoxon rank test whenever appropriate. *p* < 0.05 was considered significant.

## Results

### Melatonin Alleviated Renal Dysfunction in Sepsis-Induced Acute Kidney Injury

We detected the therapeutic effects of MLT for renal function during the process of AKI in the CLP mouse model, which is the golden and world-wide accepted mouse model for sepsis. Consistent with previous reports, the mice with CLP surgery showed increases in BUN and SCR, compared with the sham group (Figures 1A,B). Furthermore, the intervention of melatonin significantly improved renal function, marked by reduction for BUN and SCR. HE (hematoxylin–eosin) staining with the sections from kidney tissues showed that the CLP group exhibited significant levels of inflammatory cell infiltration, and the renal tubules were swelling (Figure 1C). The renal fibrosis was detected with Masson trichrome staining, showing that the injury was severe in both renal tubules and glomeruli of the CLP group (Figure 1D). Melatonin obviously suppressed the CLP-caused increase for cell infiltration and the renal fibrosis. These results indicated that melatonin played a beneficial role in mediating renal function in the mouse model of CLP.

**FIGURE 1:**
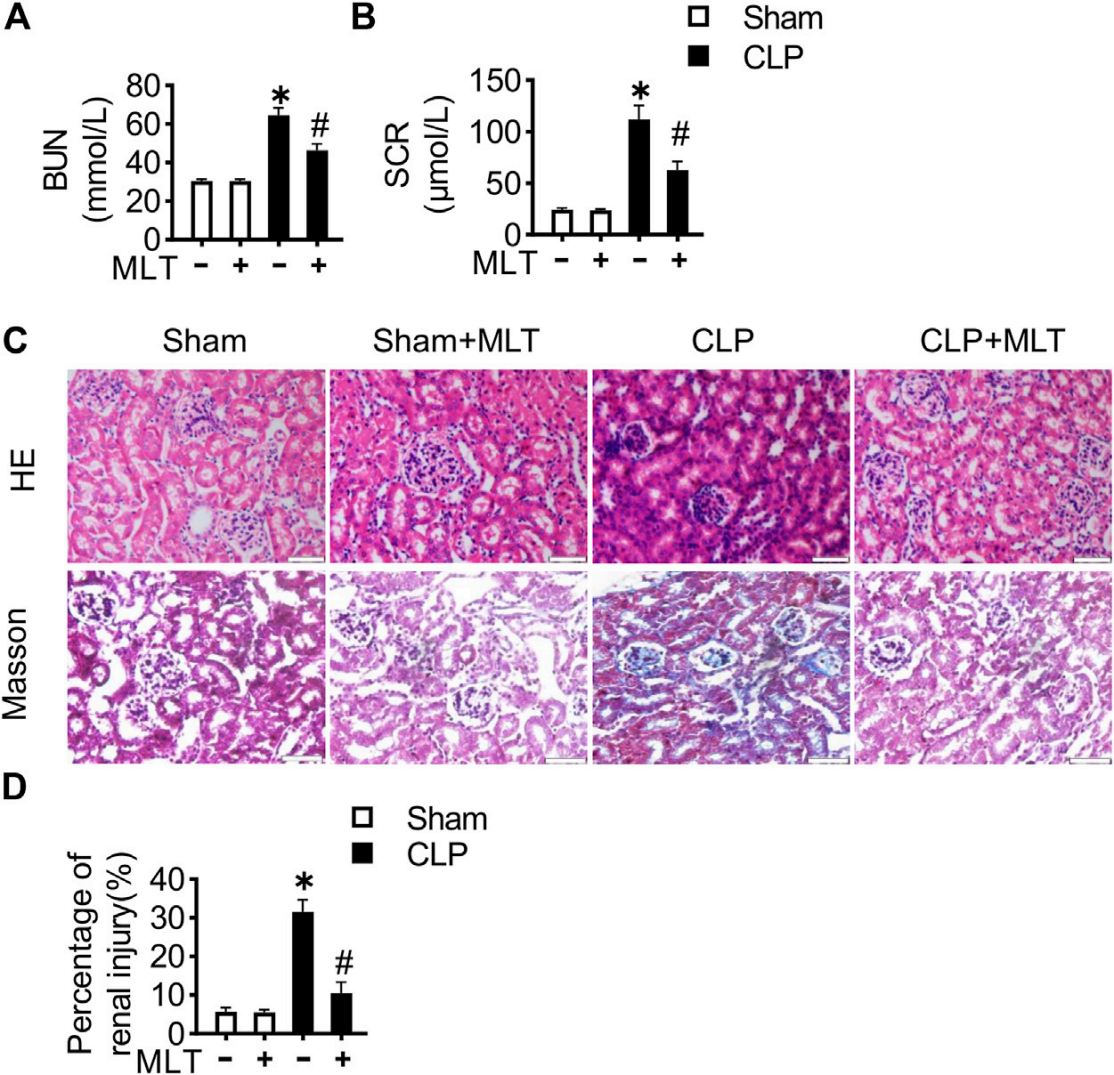
Melatonin alleviates renal dysfunction in sepsis-induced acute kidney injury. 8-week-old mice were treated with melatonin (25 μg/ml) dissolved in drinking water for 14 days. Effects of MLT on the concentration of serum **(A)** BUN and **(B)** SCR (* vs. sham, *p* < 0.05; # vs. CLP, *p* < 0.05). **(C)** Representative images of HE staining and Masson trichrome staining of kidney tissues (scale bar = 50 µm). **(D)** Percentage of renal injury was quantified (* vs. sham, *p* < 0.05; # vs. CLP, *p* < 0.05).

### Melatonin Relieved Inflammation in CLP-Induced Mice

To further confirm the protective role of melatonin in AKI, the pre-inflammatory factors were studied. Real-time PCR assays were performed with the kidney tissues from mice, showing that the mRNA levels for *Il-1α*, *Il-1β*, *Mcp-1*, and *Tgf-β1* were increased in the CLP group compared with the sham (Figures 2A–D). The increased levels of such pro-inflammatory factors were significantly suppressed after melatonin treatment. Taken together, these results showed the anti-inflammatory role of melatonin, further verifying the renal-protective role for melatonin in CLP-caused AKI.

**FIGURE 2:**
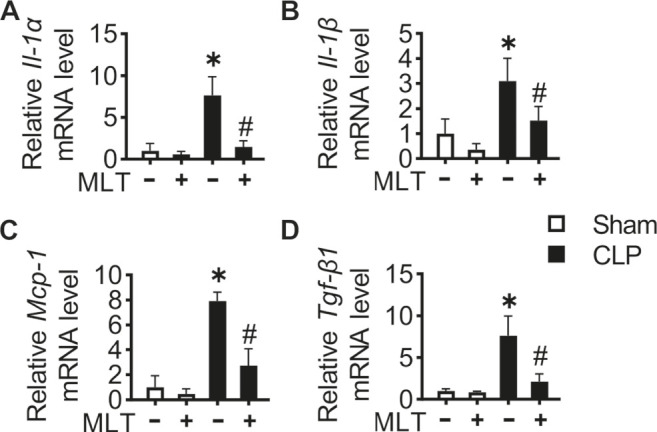
Melatonin relieves inflammation in CLP-induced mice. Kidney tissue inflammatory cytokine *Il-1α* **(A)**, *Il-1β* **(B)**, *Mcp-1* **(C)**, and *Tgf-β1* **(D)** mRNA levels are measured using RT-PCR (* vs. sham, *p* < 0.05; # vs. CLP, *p* < 0.05).

### Melatonin Reduced ROS in CLP-Induced Mice

To elucidate the mechanism underlying how melatonin performed a protective role in AKI, RNA-sequencing analysis was performed using kidney tissues from mice. 

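The RNA-seq data analysed here comprised 1 library of kidney RNA from the CLP group and 1 from the CLP + MLT group, which had received melatonin at 25 μg/ml in drinking water for 14 days. CLP causes sepsis by letting gut bacteria leak into the abdomen, and the kidneys were collected 24 h after it. The sources used here do not say whether a library came from 1 mouse or from several, and the name of the melatonin library carries a number that they do not explain. Neither group had a replicate, so no difference between the libraries can be set against the spread between mice. Sham libraries were not used here.

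The authors trimmed the reads with trim-galore, aligned them to the mm10 genome with HISAT2 and deposited the reads counted on each of 55401 genes, without normalization. The counting tool, its strand setting and the gene annotation are not given in the sources used here, so counts of overlapping or antisense genes are uncertain. In the CLP library 22927905 reads were counted on genes, and in the CLP + MLT library 16474248. Reads that fell on no gene made up 52.2% and 52.3% of the reads placed either on a gene or on none. Reads aligned to more than 1 place, which were not counted, made up 23.6% of the CLP library and 32.6% of the CLP + MLT library. Genes of the mitochondrial genome took 14.8% of the counts in the CLP library and 24.2% in the CLP + MLT library.

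The libraries were scaled with the TMM method of edgeR, which gave factors of 1.07 for CLP and 0.935 for CLP + MLT. The log2 ratio of CLP + MLT over CLP was computed for the 16932 genes with a mean of at least 10 counts, after a prior count of 0.5 was added. A gene was taken as past the thresholds at a fold change of at least 1.5 and a p-value of at most 0.01, the thresholds the paper states for its edgeR analysis. The p-value came from an exact binomial test on the reads, which compares the 2 libraries and not the conditions. Each interval given for the log2 ratio of a gene is a 95% exact Clopper-Pearson interval. Each interval given for the median of a list is a 95% interval from resampling the reads as Poisson counts. Both cover counting error only. The scaling shifted all genes together: the median log2 ratio of all genes was 0.0029 with TMM and −0.19 when the libraries were scaled by library size only. Gene names and positions were taken from GENCODE release M21 for GRCm38, the same build as mm10, which matched 55141 of the gene identifiers.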

KEGG (Kyoto Encyclopedia of Genes and Genomes) analysis showed that oxidant stress was obviously repressed after melatonin treatment in mice suffering with CLP (Figure 3A). 

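Oxidative phosphorylation, a KEGG pathway named in Figure 3A, covers the respiratory chain, the ATP synthase and the proton pumps called V-ATPases. Its genes were listed from general knowledge, since KEGG's own list was not used here, and 127 of the 132 listed genes passed the filter on low counts. Their median log2 ratio was 0.29 (0.26 to 0.31), higher in the CLP + MLT kidney library. Of these genes, 90 were higher and 37 were lower. The median lay at the 100th percentile of 10000 random lists of the same size matched on mean expression, a description of these libraries only. The alternative that moved this median most was scaling by library size only, which gave 0.10.

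Past the thresholds were 30 of the genes, 27 of them higher and 3 lower in the CLP + MLT library, against a median of 17 genes in the random lists. Scaled by library size only, 21 passed, 14 of them higher and 7 lower. The 13 genes encoded by the mitochondrial genome were all higher, with a median of 0.92, and 12 of them passed the thresholds. Reads of these genes can also match near-identical copies in the nuclear genome, which makes their counts uncertain. The largest rise among them was that of mt-Nd3 (ENSMUSG00000064360.1, bases 9459 to 9806 of the mitochondrial genome), with 5472 counts in the CLP library and 14712 in the CLP + MLT library. Its normalized ratio was 4.28, with a log2 interval of 2.05 to 2.14. The log2 ratio was 1.27 for mt-Co3, 1.23 for mt-Nd6, and 1.07 for both mt-Nd4 and mt-Atp8.

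The 89 nuclear genes of the respiratory chain and the ATP synthase had a median of 0.29, with 68 higher and 21 lower. Past the thresholds were 14 of them, against 13 in the random lists. Cox4i2 (ENSMUSG00000009876.13, chromosome 2 from 152754173 to 152765037) went the other way, from 32 to 4 counts, a log2 ratio of −2.22 (−4.29 to −0.83). The 25 proton pump genes had a median of −0.14.

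**Figure D1:**
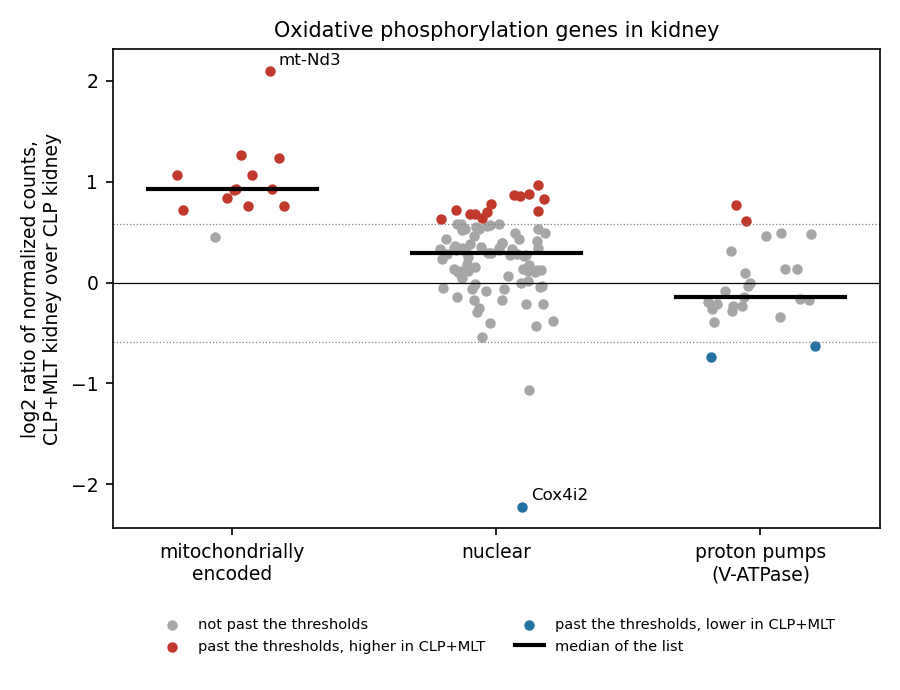
Log2 ratio of normalized counts, CLP + MLT kidney over CLP kidney, on the vertical axis for the oxidative phosphorylation genes that passed the filter, split into mitochondrially encoded genes, nuclear genes and proton pumps. Each point is 1 gene, colored points are past the thresholds, dotted lines mark a fold change of 1.5 and bars mark the medians of 0.92, 0.29 and −0.14.

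From the KEGG annotation of the differentially expressed genes, the paper states that oxidant stress was repressed after melatonin treatment in mice with CLP. It then measured Nox4 and Sod2 by RT-PCR (Figures 3B,C) and ROS by DHE staining (Figures 3D,E), and from these results together it proposes that melatonin could reduce renal injury by inhibiting the production of ROS.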

To further confirm the high-throughput RNA-seq result, real-time PCR assays were performed, showing that melatonin repressed the CLP-induced increase for the mRNA level of a typical oxidative factor, *Nox4* (Figure 3B), which is the major subtype for the Nox family in the kidney. Meanwhile, melatonin abolished the reduction of *Sod2* mRNA levels caused by kidney injury (Figure 3C). Additionally, a DHE fluorescent probe was used to detect ROS levels in renal tissues from mice from different groups. Compared with the CLP group, the level of ROS in the kidney was reduced after melatonin treatment (Figures 3D,E). These results indicated that melatonin could reduce renal injury by inhibiting the production of ROS.

**FIGURE 3:**
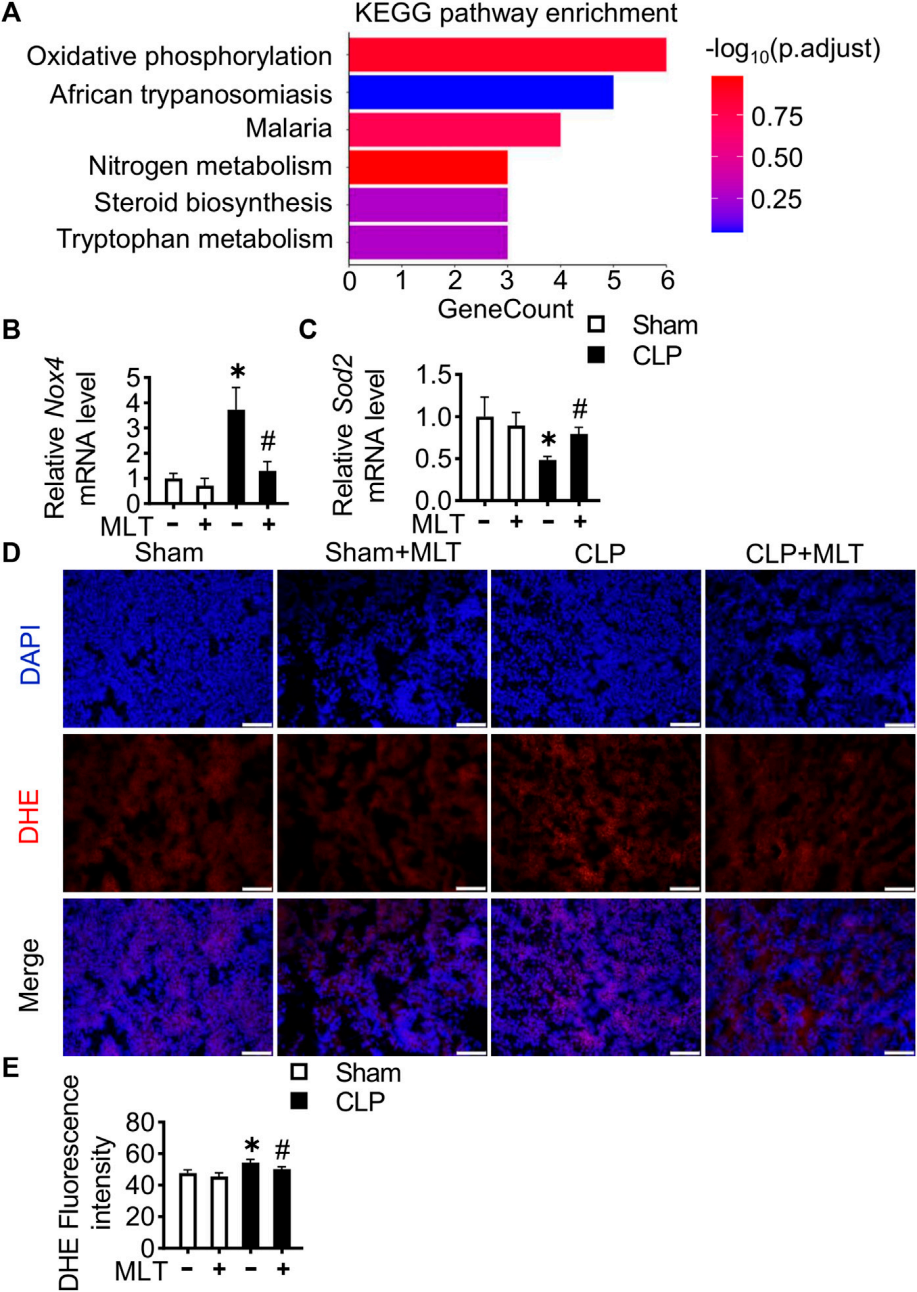
Melatonin reduces ROS in CLP-induced mice. **(A)** KEGG annotation for the differentially expressed genes between the CLP group and the CLP + MLT group. Kidney tissue *Nox4* **(B)** and *Sod2* **(C)** mRNA levels are measured using RT-PCR (* vs. sham, *p* < 0.05; # vs. CLP, *p* < 0.05). **(D)** Representative images of DHE staining of kidney tissues (scale bar = 200 µm). **(E)** ROS production was quantified and presented as the mean fluorescence intensity (* vs. sham, *p* < 0.05; # vs. CLP, *p* < 0.05).

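Between the kidney libraries, 1320 genes were higher and 1284 were lower in the CLP + MLT library, 2604 in all or 50.7% higher. The alternative that moved the numbers most was an assumed coefficient of variation of 0.4 between mice in edgeR's exact test, which left 23 higher and 67 lower. Scaled by library size only, 727 genes were higher and 2373 lower, so that 23.5% of the calls were higher.

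Among called genes with a mean of at least 100 counts, the largest fall was that of Fgb (ENSMUSG00000033831.5, chromosome 3 from 83040141 to 83049863), which encodes a chain of fibrinogen. It had 4755 counts in the CLP library and 18 in the CLP + MLT library, a log2 ratio of −7.34 (−8.13 to −6.71). The serum amyloid genes Saa1 and Saa2 followed with −4.94 and −4.74, but they are near-identical copies whose reads the counting could have split. Havcr1 (ENSMUSG00000040405.13, chromosome 11 from 46735080 to 46779578), which encodes kidney injury molecule KIM, fell from 1517 to 43 counts, a log2 ratio of −4.46 (−4.94 to −4.03). The fifth was the noncoding RNA Gm30097 with −4.26. Its counts are uncertain, since it overlaps the fibrinogen gene Fgg (−3.77) on the other strand and could have received reads of Fgg. The largest rise was that of Gm10095, a processed pseudogene with 4 counts in the CLP library and 534 in the CLP + MLT library. Its log2 ratio of 7.53 is uncertain, since reads of a pseudogene can come from its parent gene. It was followed by Mfsd2a with 2.46, Kcnt1 with 2.43, the noncoding RNA Gm15348 with 2.34 and the amino acid transporter gene Slc7a13 with 2.24.

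**Figure D2:**
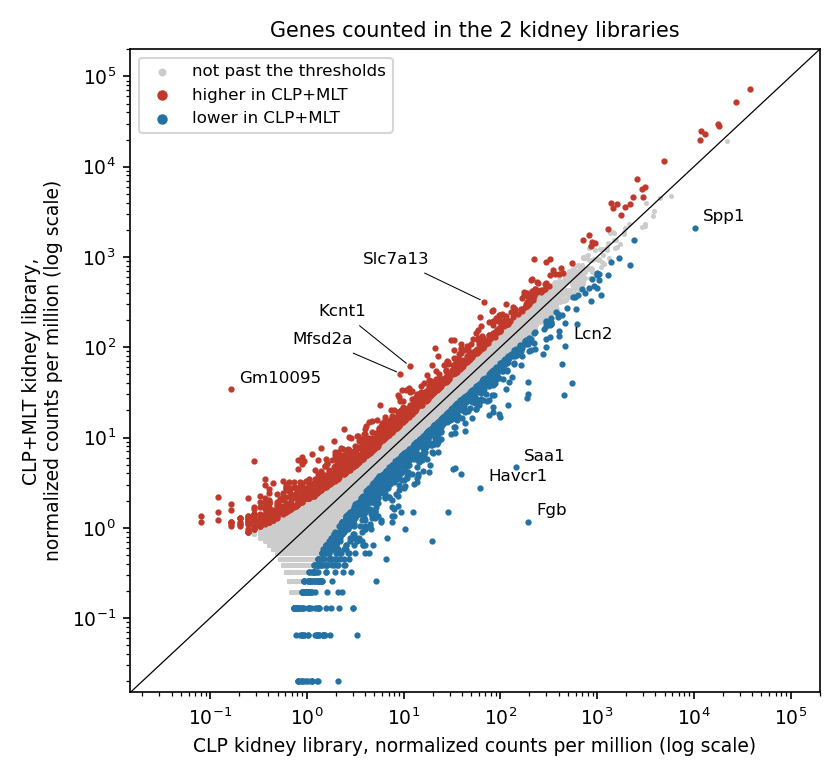
Normalized counts of each gene past the filter, as CPM (counts scaled to a common library size), in the CLP kidney library (horizontal, log scale) and in the CLP + MLT kidney library (vertical, log scale). Each point is 1 gene, the line marks equal values, and genes without counts in the CLP + MLT library are drawn in the lowest row of points. The 1320 higher genes lie above the line and the 1284 lower genes below it, with Fgb farthest below.

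The other 5 pathways of Figure 3A were counted with lists written in the same way. Of African trypanosomiasis, 7 genes passed the thresholds, 4 higher and 3 lower, with Apoa1 (1.34) and Kng1 (−1.01) at the extremes. Of Malaria, 10 genes passed, 6 higher and 4 lower, from Tlr4 (−1.22) to Cd40 (1.05). Of Nitrogen metabolism, 8 passed, 6 higher and 2 lower, among them the carbonic anhydrase genes Car5a (1.21) and Car3 (−1.12). Of Steroid biosynthesis, 6 passed. Cyp51 was higher (1.59) and 5 were lower, led by Cyp27b1 (−1.89) and Cyp24a1 (−1.89). Of Tryptophan metabolism, 8 passed, 3 higher and 5 lower, from Maob (−2.15) to Inmt (1.19). Scaled by library size only, the balance turned to 3 higher and 5 lower for African trypanosomiasis, 2 higher and 6 lower for Malaria and 4 of each for Nitrogen metabolism, and it was 1 higher and 7 lower for Steroid biosynthesis and 2 higher and 9 lower for Tryptophan metabolism. With an assumed coefficient of variation of 0.4, none of the listed genes of any of these pathways passed.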

### Melatonin Relieved Inflammation in HK-2 Cells Treated With LPS

The renal protective role of melatonin was confirmed *in vitro*. The mRNA levels of *Il-1α*, *Il-1β*, *Mcp-1*, and *Tgf-β1* in LPS-induced cells were significantly increased compared to that of the vehicle, while melatonin pretreatment significantly reduced the level of inflammatory cytokines induced by LPS (Figures 4A–D).

**FIGURE 4:**
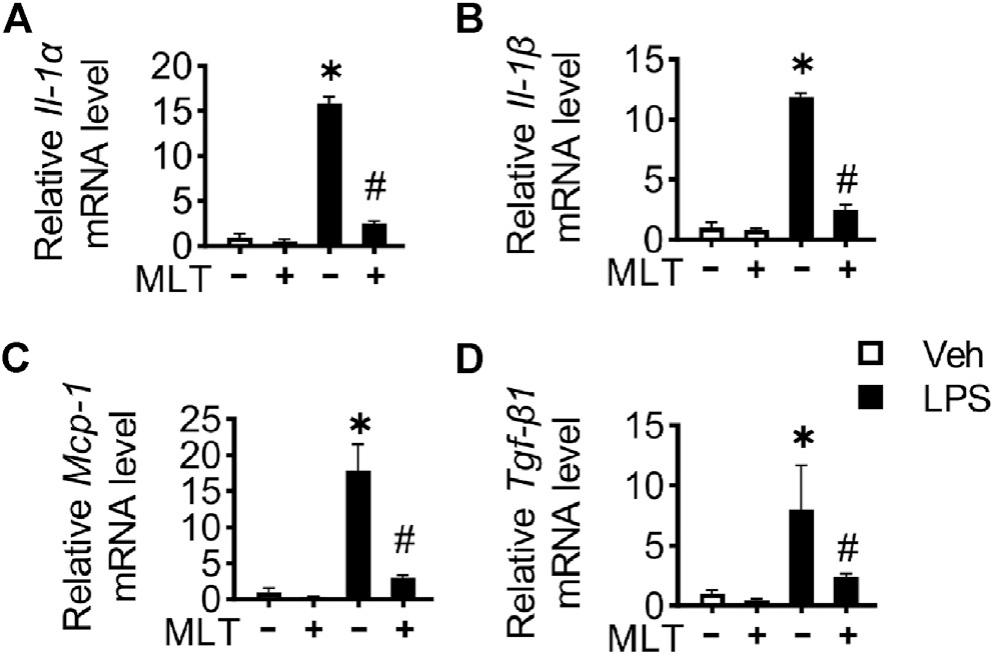
Melatonin relieves inflammation in HK-2 cells treated with LPS. HK-2 cell inflammatory cytokine *Il-1α* **(A)**, *Il-1β* **(B)**, *Mcp-1* **(C)**, and *Tgf-β1* **(D)** mRNA levels are measured using RT-PCR (* vs. Veh, *p* < 0.05; # vs. LPS, *p* < 0.05).

### Melatonin Reduced ROS Production in LPS-Treated HK-2 Cells

To illustrate the renal protective effect of melatonin, *in vitro* experiments using HK-2 cells were performed. The protein expression level of *Nox4* was increased, while SOD2 was reduced in the LPS group (Figures 5A–C). Similar to the prior mice study, melatonin also played an antioxidative role in HK-2 cells. The same protective function could also be found with the expression of *Nox4* and *Sod2* mRNA (Figures 5D,E). To evaluate the ROS level in the cells, a DHE fluorescent probe was used. The results revealed that melatonin could abolish the accumulation of ROS in LPS-treated HK-2 cells (Figures 5F,G).

**FIGURE 5:**
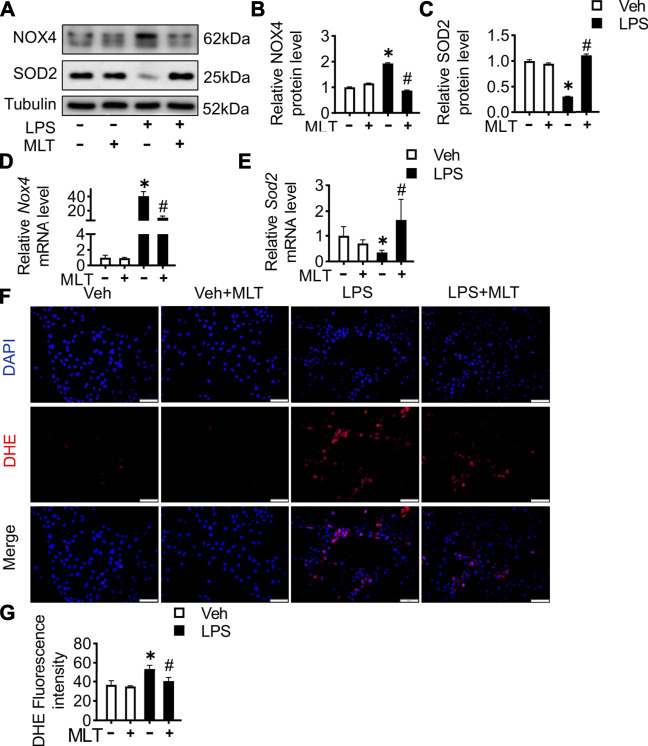
Melatonin reduces ROS production in LPS-treated HK-2 cells. The HK-2 cells were cultured with MLT (5 μM), and 48 h later, cells was incubated with lipopolysaccharide (LPS, L4391, Sigma) at a concentration of 1 μg/ml for 24 h. **(A)** Protein expression levels of *NOX4* and *SOD2* in the HK-2 cells were measured by Western blotting. The expression levels of NOX4 **(B)** and SOD2 **(C)** were quantified (* vs. Veh, *p* < 0.05; # vs. LPS, *p* < 0.05). *Nox4* **(D)** and *Sod2* **(E)** mRNA levels of cells are measured using RT-PCR (* vs. Veh, *p* < 0.05; # vs. LPS, *p* < 0.05). **(F)** Representative images of DHE staining of HK-2 cells (scale bar = 50 µm). **(G)** ROS production was quantified and presented as the mean fluorescence intensity (* vs. Veh, *p* < 0.05; # vs. LPS, *p* < 0.05).

## Discussion

This study found that melatonin can play a protective role in AKI caused by sepsis. Mechanistically, melatonin alleviated the inflammatory response and fibrosis induced by sepsis by scavenging ROS. Our results indicate that melatonin is a potential therapeutic strategy for sepsis-caused AKI in the clinic.

MLT can alleviate renal dysfunction and even failure. Numerous studies have showed that MLT attenuates acute kidney injury *via* different pathways (Figure 6). MLT protects kidney function *via* the Sirt3-mediated oxidant response in contrast-caused AKI (Zhang et al., 2021). MLT alleviates cellular apoptosis after kidney injury caused by cisplatin, inhibiting the NF-κB–mediated inflammatory response and RIPK1/RIPK3 complex–mediated necroptosis (Kim et al., 2019). Meanwhile, MLT increases the expression of an anti-aging protein, Koltho, and prevents cellular apoptosis, resulting in maintaining the renal function (Ko et al., 2019). Additionally, the process of renal fibrosis in AKI is attenuated by MLT *via* inactivation of the TGFβ pathway (Chen et al., 2019). Herein, we identified that MLT was a scavenger of ROS to alleviate renal dysfunction.

**FIGURE 6:**
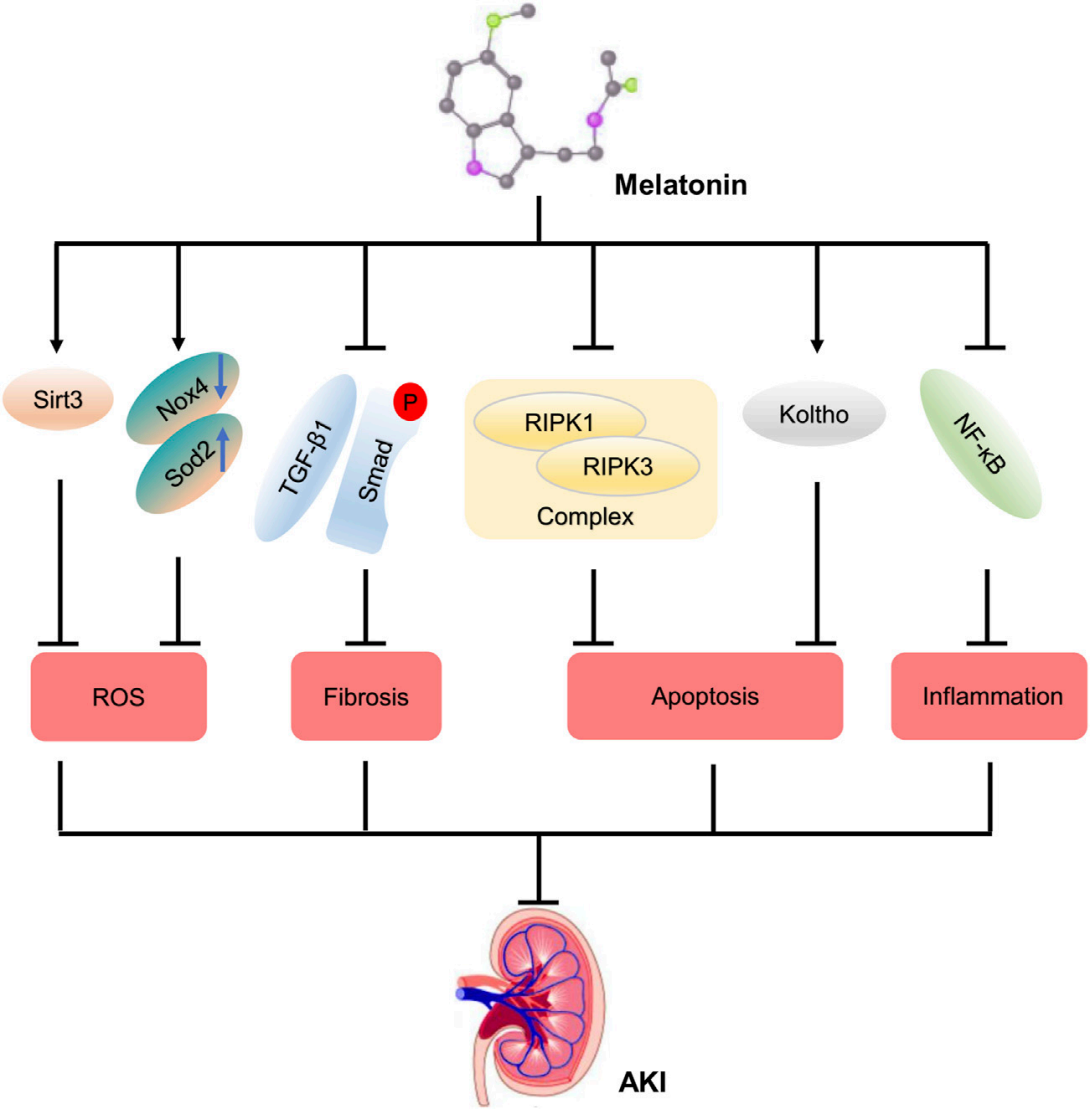
Potential protective mechanism of melatonin on AKI. A diagrammatic representation of some of the protective mechanism of melatonin on AKI. Abbreviations: Sirt3, Sirtuin-3; TGF-β1, transforming growth factor-β1; RIPK, receptor-interacting protein kinase; NF-κB, nuclear factor kappa-B; ROS, reactive oxygen species; AKI, acute kidney injury.

Previous studies have used pharmacological interventions to target the accumulation of ROS production in AKI. However, our studies identified that melatonin helped to maintain renal function in sepsis-induced AKI. MLT has been demonstrated to exert antioxidation effects in the skin, the intestine, and the lungs, and it can also assist in relieving chronic pelvic pain in women with endometriosis (Maleki Dana et al., 2020). It has been shown that MLT can decrease the kidney damage induced by insulin resistance (IR), unilateral ureteral occlusion (UUO), and severe burns by acting as an antioxidation and antiapoptotic agent (Promsan and Lungkaphin, 2020). In this study, an AKI mouse model was established *via* CLP surgery with the phenotype of renal tissue damage. The results revealed that the extent of tissue damage in the CLP group was the highest, whereas the extent of tissue damage was reduced by melatonin.

Our studies revealed that the anti-inflammatory function of melatonin was realized through impairing the accumulation of ROS production. Melatonin has a similar effect in other diseases. Mitochondrial dysfunction is both the cause and consequence of excessive free radical formation and inflammatory responses. In Alzheimer’s disease models, changes in proinflammatory cytokines and antioxidative factors caused by melatonin have been only occasionally observed (Calabrese et al., 2020). Melatonin has been proved to protect mitochondrial integrity and function *via* diminished production of ROS, which is inhibited by reduced inflammatory factors (Hardeland et al., 2015). Melatonin has effects against a pro-inflammatory and pro-oxidant status in the lung of old SAMP8 mice (Puig et al., 2016). Melatonin is also found to alleviate CKD as an anti-inflammatory and antioxidative treatment by ameliorating sleep disorders (Maung et al., 2016). Our studies revealed that the renal protective function of melatonin was realized through inhibiting the production of ROS.

However, it was reported that melatonin has a reno-protective role to prevent sepsis-induced renal injury (Dai et al., 2019). In their study, melatonin was administrated 14 days before surgery, identifying the preventability of melatonin in acute kidney injury. Our study was focusing on the therapeutic role of melatonin in sepsis-induced renal injury. What is more, the mechanism underlying how MLT alleviates renal dysfunction in response to sepsis was unbiasedly uncovered by RNA sequencing, identifying the redox signaling pathway that occurred in MLT-controlled renal function. 

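Genes for enzymes that produce ROS and genes for antioxidant defense were compared as lists between the kidney libraries. Their RNA levels do not measure ROS. The 11 ROS-producing genes past the filter had a median log2 ratio of 0.36 (0.27 to 0.59), at percentile 97.9 of the random lists. Scaling by library size only moved this median most, to 0.17. Past the thresholds, 4 genes were higher and 1 was lower. Among the higher ones were Rac2 (1.26), Ncf4 (1.06) and Cybb (0.85), each with fewer than 200 counts in either library. The lower one was Xdh, which encodes xanthine dehydrogenase (−0.81).

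Nox4 (ENSMUSG00000030562.17, chromosome 7 from 87246096 to 87398710) had 1832 counts in the CLP library and 1095 in the CLP + MLT library. Its log2 ratio was −0.07 (−0.18 to 0.04), with an interval that includes 0 and lies wholly under the fold change of the threshold. It was −0.27 when scaled by library size only, against the shift of all genes under that scaling. Sod2 (ENSMUSG00000006818.5, chromosome 17 from 13006846 to 13040063) had 6444 and 4803 counts, a log2 ratio of 0.25 (0.19 to 0.30). Its interval lay above 0 but under the fold change of the threshold. Scaled by library size only, the log2 ratio was 0.053.

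The 46 antioxidant genes past the filter had a median of −0.14 (−0.18 to −0.08), at percentile 0.66. Scaling by library size only moved it to −0.34. Past the thresholds, 11 were lower and 0 were higher. Hmox1, which encodes heme oxygenase, fell from 4739 to 472 counts, a log2 ratio of −2.65 (−2.80 to −2.52). Gsta1 fell from 31 counts to 1, a log2 ratio of −3.84 with an interval from −9.63 to −1.70. Srxn1 (−1.08) and Mt2 (−1.02) were also lower.

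**Figure D3:**
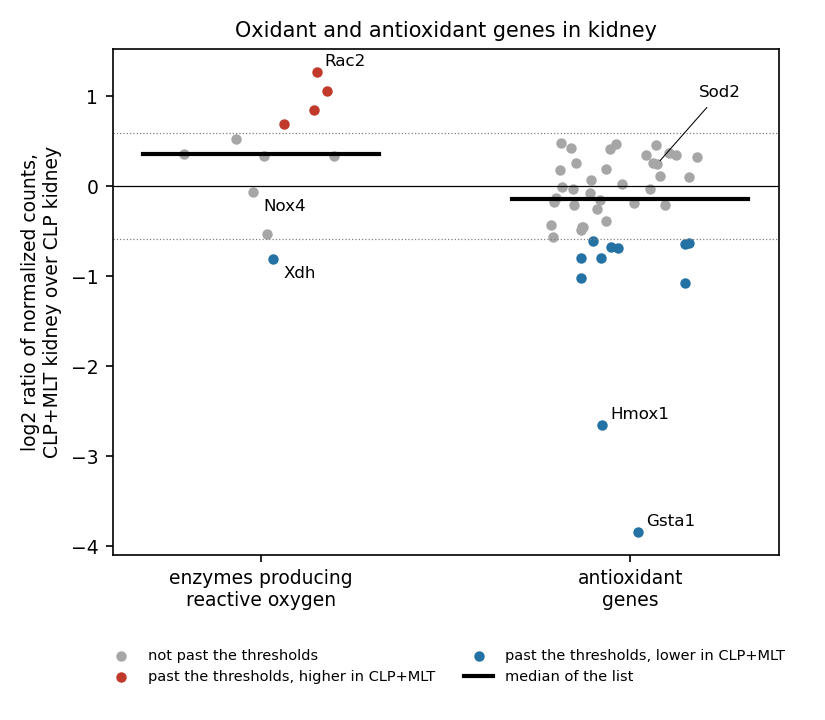
Log2 ratio of normalized counts, CLP + MLT kidney over CLP kidney, on the vertical axis for genes of enzymes producing reactive oxygen and for antioxidant genes. Each point is 1 gene, colored points are past the thresholds, dotted lines mark the fold change threshold and bars mark the medians of 0.36 and −0.14. Nox4 and Sod2 lie between the dotted lines, and Hmox1 and Gsta1 lie far below them.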

We also verified the molecular mechanism both *in vivo* and *in vitro*, making the results more convincing and logical. Last, MLT was dissolved in drinking water in our study, which is closer to the use in clinics.

In summary, we found that melatonin can protect and maintain the renal function in CLP-induced AKI. Melatonin alleviates renal fibrosis and inflammatory response *via* reduction of ROS production. In clinics, melatonin is a potential protective strategy for sepsis-induced AKI.

## Data Availability

The raw data supporting the conclusions of this article will be made available by the authors, without undue reservation. The data for RNA-seq presented in the study are deposited in the Gene Expression Omnibus and the accession number is GSE178780.

How the deposited data were processed for this re-analysis (not part of the article)

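RNA from 4 libraries was analysed, 1 each from the kidney of a CLP group, the kidney of a CLP + MLT group, the heart of a CLP group and the heart of a CLP + MLT group. The paper does not report on the hearts, so no dose or time is given for them. The authors aligned trimmed reads to mm10 and deposited counts of reads per gene for each library, without normalization. The counting tool, its version, its strand setting and the annotation are not given in the sources used here. Each file ends with 5 totals that name no gene, in the style of htseq-count, which were left out of library sizes and tests. Reads on no gene made up 37.7% of the CLP kidney file, 33.0% of the CLP + MLT kidney file, 29.6% of the CLP heart file and 31.0% of the CLP + MLT heart file. In the heart libraries, 16623050 (CLP) and 15883057 (CLP + MLT) reads were counted on genes.

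From the deposited counts, normalization factors were computed within each tissue in R 4.3.3 with edgeR 4.0.16 (TMM) and, as an alternative, DESeq2 1.42.0 (size factors). All other values were computed in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and figures were drawn with matplotlib 3.10.9. Genes with a mean of at least 10 counts over the 2 libraries of a tissue were kept, 16932 in kidney and 15871 in heart. The log2 ratio of CLP + MLT over CLP used a prior count of 0.5, scaled to the library. The paper states edgeR with a fold change of at least 1.5 and a p-value of at most 0.01, and its text does not name the dispersion that was used. With 1 library per group no dispersion can be estimated. The thresholds were therefore applied with an exact binomial test on the reads, which includes counting error only, and with edgeR's exact test at assumed coefficients of variation of 0.1, 0.2 and 0.4 as alternatives. A ratio against 0 counts was computed against a floor of 3 counts. Intervals of single genes are 95% exact Clopper-Pearson intervals. Intervals of list medians are 95% intervals from resampling the reads of each gene as Poisson counts, with the genes of the list held fixed. PCR copies of a read are not independent molecules, so intervals and floors cover counting error only.

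Gene lists for the 6 pathways of Figure 3A and for other groups of genes were written from general knowledge, not taken from KEGG's files. For each list, the median log2 ratio was set against 10000 random lists of the same size, drawn from 20 bins of mean expression. The sample mapping, the tests of the comparisons between libraries, the gene lists, the rule for named genes and the alternatives, apart from the GC trend, were fixed before the data were examined. Several tests of explanations in the closing section were chosen later and are named there. By the rule for named genes, the text names the genes the paper names for mouse kidney or in Figure 6, up to 6 genes past the thresholds with the largest change in each pathway, the 5 largest rises and the 5 largest falls in each tissue among genes past the thresholds with a mean of at least 100 counts, and sex and haemoglobin genes as checks of the labels. The other genes named, such as members of the lists for oxidants, antioxidants, acute phase, tubular injury and clock genes, were chosen after their values were seen. The alternatives were scaling by library size only, by DESeq2 size factors or by the upper quartile; no filter or a mean of at least 50 counts; a prior count of 5; leaving out mitochondrial and haemoglobin genes; the assumed variations; a fold change of at least 2; and removal of the trend of the log2 ratio on gene length or GC content.

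The procedure was tested on simulated counts drawn from the means and sizes of these libraries. Every changed gene was simulated with a change of at least 2-fold, so the recovery of changes near the threshold of 1.5 was not tested. With no variation between mice, 182 of 194 changed genes were recovered in the kidney comparison, over 16918 genes, and 42 unchanged genes were called. In the heart comparison, 182 of 196 were recovered over 15917 genes and 42 unchanged genes were called. With a variation of 0.2 between mice and edgeR's exact test at that variation, 126 of 195 were recovered in kidney over 16882 genes and 120 of 190 in heart over 15872 genes, and 135 and 127 unchanged genes were called. Gene names were matched for 55141 of 55401 identifiers, and 260 kept their identifier as a name. The value of 1 gene among those past the thresholds is not reported here.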

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

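The tests of liver RNA, time of day, sequencing depth, the course of CLP, GC content and the share of cardiomyocytes were chosen only after the result was seen. A gene list is given here when the paper does not discuss it, or when it was measured in heart, and its median lies at least 1.5-fold from the median of all genes and outside the central 95% of the random lists. Lists whose medians lie on opposite sides of the median of all genes in kidney and heart, outside that range in both, are given as well. Those differences between the tissues were not tested. No pattern below has a replicate.

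In kidney, the acute phase and neutrophil list had a median of −3.54 (−3.83 to −2.17, 17 genes), and the tubular injury list, which shares Fgb and Lcn2 with it, had a median of −1.48 (−1.63 to −1.27, 18 genes). Orm1 and Orm2 had 28 and 51 counts in the CLP library and 0 in the CLP + MLT library, at least 5.86-fold and 10.7-fold lower with a floor of 3 counts per library. With these genes at their floor, the median of the acute phase list was −2.55. It was −1.63 with no filter on low counts and −2.15 with a prior count of 5. The largest falls were those of fibrinogen, serum amyloid, Orm and Lcn2 genes and of genes with few counts, such as Ltf with 25 and 1. Neutrophil genes went both ways: S100a9 (−0.74) and Ngp (−3.82) were lower past the thresholds, while Mmp8 (−0.72), S100a8 (−0.11), Csf3r (0.09) and Retnlg (0.86) did not pass them. In heart, the acute phase list also fell, with a median of −0.80. Liver RNA in the CLP kidney library is argued against, since albumin stood at 4.65 CPM there and Fgb at 194 CPM. Depth is argued against, since 13 of the 19 genes of both lists with a mean of at least 100 counts had counting intervals wholly beyond a 1.5-fold fall, and 0 lay beyond a 1.5-fold rise. An effect of melatonin and a milder course of CLP in the mice behind the CLP + MLT libraries cannot be told apart, because each group has 1 library. The fall of −0.80 in heart may come from either.

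Clock genes differed in both tissues. Genes on the side of Per had a median of 0.77 in kidney and 0.80 in heart, and genes on the side of Bmal1 had medians of −0.88 and −0.81. In kidney, the median on the side of Bmal1 was −0.54 with a mean of at least 50 counts, less than 1.5-fold. The gap between the sides was 1.65 in kidney and 1.601 in heart. A different time of day at collection would part the sides in this way, as would an effect of melatonin on the clock. These cannot be told apart, because the time of collection of each library is not given in the sources used here. On the side of Per, 7 of 10 genes were higher in kidney and 9 of 10 in heart. The lower ones were Nr1d1 (−0.63), Per1 (−0.042) and Bhlhe41 (−0.02) in kidney and Nr1d1 (−0.04) in heart. On the side of Bmal1, 4 of 5 genes were lower in each tissue, and Cry1 was higher, with 0.83 in kidney and 0.34 in heart.

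In kidney, the fat list had a median of −0.86 (−0.96 to −0.52, 8 genes). It was −0.55 with no filter and −0.54 with a mean of at least 50 counts, both less than 1.5-fold, and −1.05 with scaling by library size only. A different amount of fat around the kidney cannot be told apart from a change within the kidney, since the size of 1 set for that test was passed only with that scaling, which shifted all genes. The lymphocyte list had a median of 1.56 (0.56 to 2.11), from 5 genes past the filter. No explanation was tested for the lymphocyte list.

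In heart, lists of kidney tubule genes were higher in the CLP + MLT library. The medians were 1.38 for the collecting duct, 1.17 for segment S3 of the proximal tubule and 0.83 for segments S1 and S2. Other kidney lists rose less in heart, with medians of 0.58 for the inner medulla and 0.50 for the distal tubule. The thick ascending limb was at 0.27, at percentile 90.8 of the random lists, and the podocyte list was at 0.0037. The kidney lists therefore did not rise alike. Kidney RNA or reads in the heart libraries may be the source. Over 32 tubule genes with at least 100 CPM in kidney, the level in heart was a median of 1.64% of that in kidney for CLP and 2.51% for CLP + MLT. In the libraries with the wider spread, the 90th percentile of this fraction was 9.32 times the 10th. A near constant fraction had been stated as the expectation, without a number. The limit of 10 used for the test was lowered to 3 after this value was seen and then set back to 10. The value lies just under 10, and with a limit of 3 the test would decide nothing, so kidney RNA stays an open explanation. Some of these genes are expressed by heart itself, such as Aqp1, whose fraction was 66.9% for CLP and 48.2% for CLP + MLT. Cardiomyocyte genes in the kidney libraries stood at medians of 0.0276% and 0.117% of their level in heart. The list for S1 and S2 fell in kidney, so its median in heart minus that in kidney was 1.28. Because of the possible kidney RNA, this difference is not read as a change of heart cells.

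The nuclear oxidative phosphorylation genes fell in the CLP + MLT heart library, with a median of −1.09 (−1.14 to −1.06) and 87 of 90 genes lower. The 13 mitochondrially encoded genes went both ways, 9 higher and 4 lower, from −1.71 for mt-Nd3 to 1.21 for mt-Atp8, with a median of 0.14 and a mean of −0.0046. Past the thresholds, 1 of them was higher and 2 were lower. The whole pathway had a median of −0.64. Heart minus kidney, the difference was −1.38 for the nuclear genes and −0.93 for the whole pathway. The cardiomyocyte list fell as well, with a median of −0.86 (−1.21 to −0.51, 15 genes). The skeletal muscle list had a median of −1.07 (−1.51 to −0.25, 7 genes, 1 of them with 0 counts in one library, and −1.07 also with that gene at its floor), but its members went both ways. Of them, 3 were higher and 4 lower, from −3.30 to 5.36, with a mean of −0.075, and past the thresholds 2 were higher and 3 lower. The list shares Ckm with the cardiomyocyte list and Pvalb with the distal tubule list, and no explanation was tested for it. Gene length is argued against for the nuclear oxidative phosphorylation genes, whose median was −1.001 with the length trend removed and lay at percentile 0 of random lists that were also matched on length. GC content is argued against by a median of −1.11 with its trend removed. A lower share of cardiomyocytes as the whole cause is argued against, since the log2 ratios of 13 abundant cardiomyocyte genes spread over 2.62, from −1.68 for Tnnc1 to 0.94 for Myh7. Of these genes 10 were lower and 3 higher, so a lower share stays open as a part of the cause. Kidney RNA at the share above is too small to lower these genes so far. An effect of melatonin, another difference between the mice and the handling of the hearts stay open as untested explanations.

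The heat shock list was higher in heart and lower in kidney, with a difference of 0.64. Its median in heart was 0.24, with an interval from −0.22 to 0.29 that includes 0. The ribosomal protein list went the other way, 0.25 in kidney and −0.33 in heart, a difference of −0.58. Gene length stays open for the lower ribosomal protein genes in heart: with the length trend removed their median was −0.23, and it lay at percentile 4.25 of random lists that were also matched on length, inside the central 95%. With the GC trend removed it was −0.29. In kidney the median was 0.23 with the length trend removed, at percentile 98.5 of such lists. No explanation was tested for the heat shock list.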

How the results depend on the processing

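The removal of the GC trend was chosen only after the result was seen. No paired analysis was possible because each group has 1 library. Of the values that answer a comparison, 85 stayed within their counting interval, or within 1.5 times for counts of genes, under an alternative, and 25 did not. Of the values for single genes and further lists, 473 stayed, 60 moved and 1 reversed. A value counted as reversed only when its interval excluded 0 before its sign changed.

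The assumed variation between mice moved the numbers of genes past the thresholds most. In kidney, 1320 higher and 1284 lower genes became 289 and 330 at an assumed variation of 0.2, and 23 and 67 at 0.4. In heart, 1134 higher and 1394 lower genes became 292 and 370 at 0.2, and 42 and 21 at 0.4. The oxidative phosphorylation genes past the thresholds went from 30 to 5 at 0.2 and to 0 at 0.4. A larger assumed variation raises every p-value, which is the cause of these lower numbers. A fold change of at least 2, which is stricter by construction, gave 563 higher and 622 lower genes in kidney, 595 and 664 in heart, and 6 oxidative phosphorylation genes. A mean of at least 50 counts gave 709 higher genes in heart, over fewer genes tested.

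Scaling by library size only lowered every log2 ratio in kidney, as the shift of the median of all genes shows. It gave 727 higher and 2373 lower genes, a median of 0.10 for oxidative phosphorylation, 0.17 for ROS producers and −0.34 for antioxidant genes. Smad3 in kidney reversed from 0.18 to −0.012. Values whose intervals include 0 also changed sign: under the same scaling, Sirt3 in kidney from 0.03 to −0.17, the fibrosis list in kidney from 0.04 to −0.15 and the proton pumps in heart from −0.013 to 0.042; with the upper quartile, the proton pumps to 0.035 and Tgfb1 in kidney from −0.014 to 0.0087; and with the length trend removed, the proton pumps to 0.024. Upper quartile scaling moved the oxidative phosphorylation median to 0.32, with the same shift of all kidney genes, whose median went from 0.0029 to 0.026. Without mitochondrial and haemoglobin genes this median was 0.24 and 18 of its genes passed, because the mitochondrially encoded members were left out.

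The medians of the oxidative phosphorylation, ROS producer, antioxidant and inflammatory lists in kidney kept their direction under all alternatives run. They ranged from 0.10 to 0.32, from 0.17 to 0.38, from −0.34 to −0.12 and from −0.73 to −0.44. Spearman's rho between the log2 ratios of kidney and heart across genes ranged from 0.011 to 0.030.

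Depth limits the inflammatory genes the paper names: Il1a, Il1b and Ccl2 had fewer than 50 counts in each kidney library, and their intervals include 0.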

Differences from the paper's values

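The removal of the GC trend was chosen only after the result was seen, and it brought none of the pathway counts below within 1.5 times of the paper's.

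For the number of oxidative phosphorylation genes past the thresholds, the paper's value is about 6 in Fig. 3A, read by eye, and the value here is 30. Of the alternatives set before the data were examined, an assumed variation of 0.2 (5 genes) and a fold change of at least 2 (6 genes) fell within 1.5 times the paper's value. The others did not.

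For Malaria, the paper's value is about 4 in Fig. 3A, read by eye, and the value here is 10. No alternative set before the data were examined came within 1.5 times of it. For Nitrogen metabolism, the paper's value is about 3 in Fig. 3A, read by eye, against 8 here, and only a fold change of at least 2 (2 genes) came within 1.5 times. For Steroid biosynthesis, the paper's value is about 3 in Fig. 3A, read by eye, against 6 here. An assumed variation of 0.2 (3 genes) and a fold change of at least 2 (4 genes) came within 1.5 times and the others did not. For Tryptophan metabolism, the paper's value is about 3 in Fig. 3A, read by eye, against 8 here, and an assumed variation of 0.2 (3 genes) and a fold change of at least 2 (3 genes) came within 1.5 times, the others not. The lists here were written from general knowledge, which is a limit of all these comparisons.

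For kidney transcripts, the paper's RT-PCR values were turned into the ratio of CLP + MLT to CLP. They come from several mice, and the values here come from 1 library per group. A ratio was taken as different when it was more than 1.5 times from the paper's and its counting interval left the paper's out. For Il1a the paper's ratio is about 0.18 in Fig. 2A, read by eye, and the ratio here is 0.549. For Tgfb1 it is about 0.28 in Fig. 2D, read by eye, against 0.990 here. For Nox4 it is about 0.35 in Fig. 3B, read by eye, against 0.952 here. For these 3 genes, no alternative set before the data were examined came within 1.5 times of the paper's ratio. For Ccl2 it is about 0.34 in Fig. 2C, read by eye, against 0.683 here and 0.596 to 0.694 under the alternatives. That is also more than 1.5 times apart, but the counting interval of Ccl2, with 28 and 12 counts, is wide enough to hold the paper's ratio.

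The paper states that oxidant stress was repressed with melatonin. In these libraries the oxidative phosphorylation genes (median 0.29) and the genes of ROS-producing enzymes (median 0.36) were higher, the antioxidant genes (median −0.14) were lower, and Nox4 did not differ beyond counting error (−0.07). These are RNA levels and do not measure ROS, which the paper measured by DHE staining. The direction of these lists therefore neither shows nor excludes a fall of oxidant stress. Sod2 was higher (0.25), in the direction the paper gives. Scaled by library size only it was at 0.053, a ratio of 1.04 that differs from the paper's ratio of about 1.6 in Fig. 3C, read by eye. The paper's direction for Il1a, Il1b and Ccl2 was also that of the log2 ratios here (−0.84, −0.52 and −0.54), with intervals that include 0.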

Other observations

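The tests of fat against the direction of the Nitrogen metabolism genes, of the proximal tubule genes one by one, of depth for the mitochondrially encoded genes, and of blood for the lower genes of Malaria and African trypanosomiasis were chosen only after the result was seen. That holds also for the comparison of haemoglobin intervals with those of the higher genes of these pathways.

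With the test on reads, variation between mice alone can give nearly as many calls as were found. In libraries simulated without any changed gene but with a variation of 0.2 between mice, 2389 of 16878 genes passed the thresholds in the kidney comparison and 2341 of 15840 in the heart comparison. The real libraries gave 2604 and 2528. With a simulated variation of 0.4, unchanged libraries gave 7024 and 6609. With edgeR's exact test at an assumed variation of 0.2, the unchanged libraries simulated at 0.2 gave 141 and 164 calls, against 619 and 662 in the real libraries. At 0.4 the simulated libraries gave 121 and 148, against 90 and 63 in the real ones. Under both tests, a variation of 0.4 simulated in every gene gave more calls than the real libraries. These libraries therefore argue against a variation that large in all genes. The variation between these mice is otherwise not known, so the number of genes past the thresholds does not show by itself whether melatonin had an effect.

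The paper measured 4 inflammatory factors by RT-PCR in kidneys of more mice. In the kidney libraries, Il1a fell from 29 to 10 counts (log2 ratio −0.84, −2.07 to 0.21), Il1b from 46 to 20 (−0.52, −1.37 to 0.26) and Ccl2, the gene of Mcp-1, from 28 to 12 (−0.54, −1.66 to 0.47). Tgfb1 had 185 and 115 counts (−0.01, −0.36 to 0.33). None of them passed the thresholds. The wider inflammatory list had a median of −0.54 (−0.89 to −0.39, 27 genes), at percentile 0 of the random lists, with 10 genes lower and 1 higher past the thresholds. Il1rn had 20 counts in the CLP library and 0 in the CLP + MLT library, and with it at its floor the median was also −0.54. Of the list's 40 genes, 18 are in other lists too. The fibrosis list had a median of 0.04 (−0.15 to 0.12).

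Of the genes of Figure 6, none passed the thresholds in kidney. The log2 ratios were 0.03 for Sirt3, −0.35 for Smad2, 0.18 for Smad3, −0.11 for Ripk1, 0.55 for Ripk3, 0.37 for Kl, −0.10 for Nfkb1 and −0.16 for Rela. The interval of Kl, the gene the paper writes as Koltho, was 0.31 to 0.43.

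In heart, 1134 genes were higher and 1394 were lower in the CLP + MLT library. The largest rises were those of Clec12a (2.62), Plau (2.46), Akr1c21 (2.35), BC024386 (2.15) and Napsa (2.11). The largest falls were those of mt-Tn (−5.97), a mitochondrial tRNA gene with 4964 and 78 counts, Lcn2 (−3.10), Lrg1 (−2.99), Gm14539 (−2.38) and Tmem69 (−2.17). Nox4 was higher (0.83, 0.21 to 1.48, from 35 and 62 counts) and Sod2 was lower (−0.59, −0.68 to −0.50). In the CLP and CLP + MLT libraries, Nox4 stood at 2.15 and 3.83 CPM in heart, against 74.7 and 71.1 CPM in kidney. Kidney RNA in the heart libraries, left open above, may therefore hold part of its heart counts. That was not tested for Nox4 or for the largest rises. Across 14592 genes, the log2 ratios of kidney and heart had a Spearman's rho of 0.026 and a Pearson's r of 0.082. Genes are not independent replicates, and no test was made. Past the thresholds, 176 genes were higher in both tissues, 110 were lower in both, 123 were higher in kidney and lower in heart, and 83 the reverse.

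The labels were checked on sex and tissue. Xist had at most 6 counts in each of the 4 libraries, and Ddx3y had between 542 and 1719, as in male mice. Cardiomyocyte genes in kidney stood at under 1% of their level in heart by median.

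The kidney libraries may hold different shares of cortex and medulla. The collecting duct list (0.44) lay 0.89 above the list for segments S1 and S2 of the proximal tubule (−0.45), the gap that a smaller share of cortex would give. Segment S3 (0.48) and the thick ascending limb (0.30) rose along with the collecting duct list. The inner medulla list did not follow, with a median of −0.15 at percentile 15.15 of the random lists. The podocyte list, from the cortex, was lower (−0.29, 7 of 9 genes), which goes with a smaller share of cortex. A common loss of S1 and S2 cells is argued against as the whole cause, since 4 of their genes were higher past the thresholds and 8 were lower. A change of region in the sampled tissue stays open for the rise of the other segments.

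For oxidative phosphorylation in kidney, a rise of mitochondrially encoded transcripts alone is argued against by the nuclear genes, whose median was 0.29. This depends on the scaling. Scaled by library size only, the nuclear median was 0.0978, just under the limit set for the test, while the median of all genes was −0.19. Past the thresholds were 14 nuclear genes, against 13 in the random lists. The lower depth of the CLP + MLT library is argued against for the mitochondrially encoded genes, since the counting intervals of 12 of the 13 lay wholly beyond a 1.5-fold rise. The share of these transcripts in the counts differed between the libraries, and so did the share of reads aligned to more than 1 place, which was not tested as an explanation.

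Of the 15 Malaria and African trypanosomiasis genes past the thresholds, 0 were haemoglobin genes. The haemoglobin list was at 0.45 with its 4 genes higher, and the erythroid list, which holds the same 4 genes, was at 0.02. The best counted haemoglobin genes rose little, Hba-a1 by 0.38 (0.21 to 0.55) and Hbb-bs by 0.18 (0.02 to 0.33). The intervals of Apoa1 (0.93 to 1.78), Kng2 (0.60 to 0.67) and Thbs3 (0.58 to 1.29) lay above both. The intervals of Hba-a2 and Hbb-bt, with fewer counts, reached up to 1.19 and 0.97. More blood as the whole cause is argued against for Apoa1, Kng2 and Thbs3. For the other higher genes blood stays open, and it stays open as a part of the cause for all 10. Blood is argued against for the 5 that were lower, since the counting intervals of the 4 haemoglobin genes lay above 0. For Nitrogen metabolism, fat around the kidney cannot be told apart as a source of Car3 (−1.12), which is itself 1 of the 8 genes of the fat list (−0.86). Without Car3 the fat list was at −0.59. Fat is argued against for the pathway as a whole, since 6 of its genes past the thresholds were higher, or 4 of 8 with scaling by library size only.

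Of the reads placed on a gene or on none, those on no gene made up 52.2% and 52.3% in the kidney libraries and 52.1% and 52.6% in the heart libraries. A candidate explanation is that libraries made without strand information were counted with a strand setting. Genes that lie wholly inside exons of a gene on the other strand would then receive counts, and in the library with the lowest share 75% of them did. The number of such genes was small, from 4 to 18 per library, with a median density between 1.34 and 2.35 times that of the gene around them.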
